A study of Mus musculus with 96 samples.

How the data were processed

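Single cells from C57BL/6 mouse embryos were measured by RNA sequencing, with 1 cell sorted into each well of a 96-well plate. Per the labels, cDNA was made with a SMART-Seq single-cell kit, and libraries were tagged by a transposome and amplified by 12 PCR cycles. The aligner, the counting program, the genome build and the annotation are not stated in the labels or in the table, so no coordinates are given. The authors deposited raw read counts per gene, as whole numbers, in 1 table with a column for each of the 96 cells. No molecular identifiers are named in the labels, so the counts are reads and not molecules. All 96 columns were matched to a sample by name, and 0 columns were left unmapped. No gene in the table had 0 reads in every cell.

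The table held 19949 rows, of which 113 shared a symbol with an earlier row. Rows with the same symbol were summed, which gave 19836 genes, and 15239 of these had at least 30 reads over all cells. Cells were grouped by tissue and embryonic day as the labels give them. The labels name no animal or litter, so each group was treated as 1 sample. For that reason no test was made, and no p-value, standard error or count of changed genes is given. Intervals and floors cover counting error only, since PCR reads without molecular identifiers are not independent, and differences between animals are not covered.

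Cells with at least 1000 genes detected were kept, which removed none. Reads were summed over the cells of a group and scaled to a common total as CPM. Ratios are log2 ratios of the pooled CPM after 1 CPM was added, a scale that understates the change of genes at low levels. Pooled CPM values have exact 95% Poisson intervals, and shares of cells have exact Clopper-Pearson 95% intervals. Where 0 cells of a group were counted, the limit given is 3 cells of that group. Where a group had 0 reads of a gene, the fold is a lower bound computed against a floor of 3 reads over the group. Where a group had 1 to 3 reads, the ratio is given with its exact counting interval.

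Gene lists were fixed before the data were examined: endothelial, haematopoietic, HSC, proliferation, MHC class I and interferon, fetal Lin28 axis, myeloid, lymphoid, megakaryocyte, hepatocyte, erythroid, macrophage and mesenchymal. A list gene needed 30 reads over all cells. Of the listed genes, Ifit3, Nlrc5, Ctsg, Dntt, Rag1, Ighm, Cd3e, Mpig6b, Alb, Apob, Ahsg, Fga, Serpina1a, Ahsp and Cd163 were not analysed here, and Elane, Rag2, Fgb, Adgre1 and Cx3cr1 were not used because they had fewer reads than that. For each list the median log2 ratio was set against 10000 random lists of the same size. Each random gene was drawn from the 100 genes nearest in mean expression, and the middle 95% of the random medians is given as a description of these libraries. The counting interval of a median came from 200 Poisson draws.

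Principal components were computed from log2 CPM of the 1000 most variable genes with reads in at least 10% of cells, without sex-linked genes. For each cell the nearest other cell over 10 components was found. Shares of cells were also computed after each cell was thinned to 690000 reads, which left out 5 AGM cells, 0 yolk sac cells, 2 E12.5 cells and 2 E14.5 cells. No doublet caller was run, since each well was sorted to hold 1 cell.

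Genes were named by a rule fixed before the data were examined. The first part covered genes of the sort markers and, for each list and comparison, at most 6 genes with the largest ratio in either direction. The second part took the 5 genes with the largest ratio in each direction. These needed a read in at least 50% of the cells of the higher group, no more than 50% of that group's reads from 1 cell, and the same sign in the mean of the cells' log2 CPM. Predicted genes, pseudogenes, mitochondrial and ribosomal protein genes, and sex-linked genes were left out of the second part. Some genes that the rule names are not reported here.

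The comparisons, the lists and most alternatives were also chosen before the data were examined. Alternatives were no cell filter, at least 2000 genes per cell, the mean of each cell's CPM, thinned reads, median-of-ratios scaling, 10 CPM added, no minimum on reads, and leaving out the deepest cell of each group. For shares of cells with a read, at least 10 CPM was tried. For nearest neighbours, the 2000 most variable genes, 100 draws of 16 AGM cells, and omission of the proliferation genes were tried. A floor of 3 reads in place of the added CPM, and AGM cells numbered 1 to 16 only, were chosen after seeing the data. Leaving out each cell in turn for the pooled values of sort marker genes and named genes was also chosen then, and the cell is named where a value moved over 1.5 times.

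The calculation was tested on simulated counts drawn from the real means and library sizes, with 200 of 15239 genes changed 4-fold. For yolk sac against AGM, the median log2 ratio of the raised genes was 1.92 where 2 was simulated, and 99% of changed genes had the right sign. In the same simulation, 20 of 20 lists of raised genes lay above the middle 95% of random lists, and 8 of 100 lists of unchanged genes lay outside it. For E12.5 fetal liver against AGM, 96.5% of changed genes had the right sign and 7 of 100 unchanged lists lay outside. For E14.5 against E12.5 fetal liver these values were 98% and 7 of 100. The changed genes and all simulated lists came from genes with at least 10 CPM in the second group of each comparison. Genes were drawn independently within a cell. The simulation therefore does not cover lists of lower genes, or of genes that vary together across cells. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.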

Results

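Transcriptomes of 96 single cells were compared to follow haematopoietic stem cells (HSCs) and their precursors (pre-HSCs) through mid-gestation in the mouse. There were 48 pre-HSCs from the aorta-gonad-mesonephros (AGM) region at E11.5 and 16 pre-HSCs from the yolk sac at E11.5. Fetal liver HSCs numbered 16 at E12.5 and 16 at E14.5. The labels give a different sorting gate for each stage. Pre-HSCs from both E11.5 tissues were sorted as Ter119 and CD11b negative and positive for CD144, c-Kit and EPCR. E12.5 cells were sorted as Ter119 negative and positive for Sca-1, c-Kit and EPCR, and at E14.5 the gate used CD48 and CD150 in place of EPCR. Tissue, age and gate therefore changed together in the comparison across stages. Each group was 1 sample without replicates, so no difference below has a replicate check.

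Pooled reads came to 60280645 in AGM, 22306075 in yolk sac, 19053123 in E12.5 liver and 20585452 in E14.5 liver. Single cells had between 250235 and 1926882 reads. The median number of genes detected per cell was 5522.5 in AGM, 5349.5 in yolk sac, 4036 in E12.5 liver and 4839 in E14.5 liver. After thinning to 690000 reads these medians were 5289, 5209.5, 4171.5 and 5052. One E12.5 cell, number 8, had 1011 genes, the lowest of all cells.

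**Figure D1:**
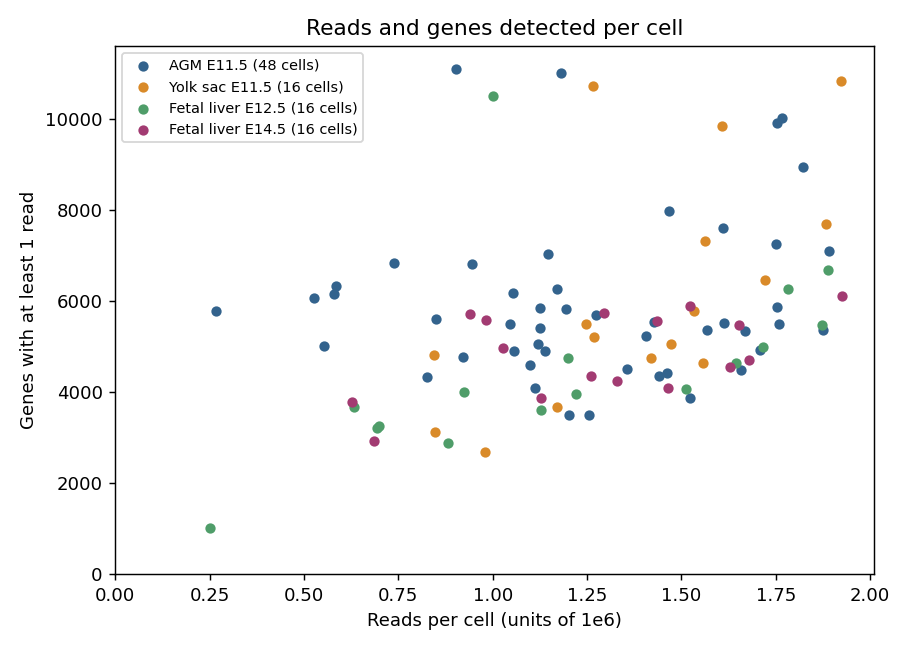
Reads per cell (x axis, in units of 1e6) against the number of genes with at least 1 read (y axis), 1 point per cell, coloured by group. Gene numbers ran from 1011 to 11094, and 8 cells had more than 9000 genes.

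Transcripts of the sort markers were examined first, as a check of the gates at the RNA level. Cdh5, which encodes CD144, had a read in 93.75% of AGM cells (interval 82.8% to 98.7%) and in 43.75% of yolk sac cells (19.8% to 70.1%). In E12.5 and E14.5 liver the shares were 18.75% (4.05% to 45.6%) and 6.25% (0.158% to 30.2%). Pooled Cdh5 was 48.5 CPM in AGM, 13.5 CPM in yolk sac, 3.52 CPM at E12.5 and 0.194 CPM at E14.5, where all 4 reads came from cell 4. Without E12.5 cell 2 the E12.5 value was 0.175 CPM. Procr, which encodes EPCR, had a read in 85.4% of AGM cells (72.2% to 93.9%) and 37.5% of yolk sac cells (15.2% to 64.6%). Its shares in E12.5 and E14.5 liver were 50% (24.7% to 75.3%) and 43.75% (19.8% to 70.1%). Both genes lacked a read in 0 of 48 AGM cells, which allows a share of up to 6.25%, and in 8 of 16 yolk sac cells. Yolk sac and AGM cells carry the same gate in the labels. Thinning left the yolk sac shares at 43.75% for Cdh5 and 31.25% for Procr, against 93.0% and 83.7% in AGM. A minimum of 10 CPM moved the AGM share of Cdh5 most, to 60.4%, against 31.25% in yolk sac, a smaller gap than with any read. For Procr these shares were 77.1% and 31.25%.

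Kit had a read in 89.6% of AGM cells, 75% of yolk sac cells, 75% of E12.5 cells and 87.5% of E14.5 cells, with overlapping intervals. Ly6a, which encodes Sca-1, had a read in 45.8% of AGM cells (31.4% to 60.8%) and 37.5% of yolk sac cells (15.2% to 64.6%). Both liver groups had a read of Ly6a in 75% of cells (47.6% to 92.7%). Slamf1, which encodes CD150, had a read in 0 of 48 AGM cells, which allows a share of up to 6.25%, and in 25% of E14.5 cells (7.27% to 52.4%). Pooled Slamf1 rose from 7.19 CPM at E12.5 (6.04 to 8.50) to 64.1 CPM at E14.5 (60.7 to 67.7), but each value rested on few cells. It was 0.115 CPM without E12.5 cell 4, which held 98.5% of the E12.5 reads, and 35 CPM without E14.5 cell 13. Cd48 had a read in 4.17% of AGM cells (0.509% to 14.3%) and in 37.5% of E14.5 cells (15.2% to 64.6%), where the gate was CD48 negative. Pooled Cd48 was 103 CPM at E14.5 (98.7 to 107.5) and 33.1 CPM at E12.5 (30.5 to 35.8). Itgam, which encodes CD11b, had a read in 16.7% of AGM, 37.5% of yolk sac, 31.25% of E12.5 and 18.75% of E14.5 cells. Ptprc had a read in 58.3%, 56.25%, 75% and 62.5% of these groups' cells.

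**Figure D2:**
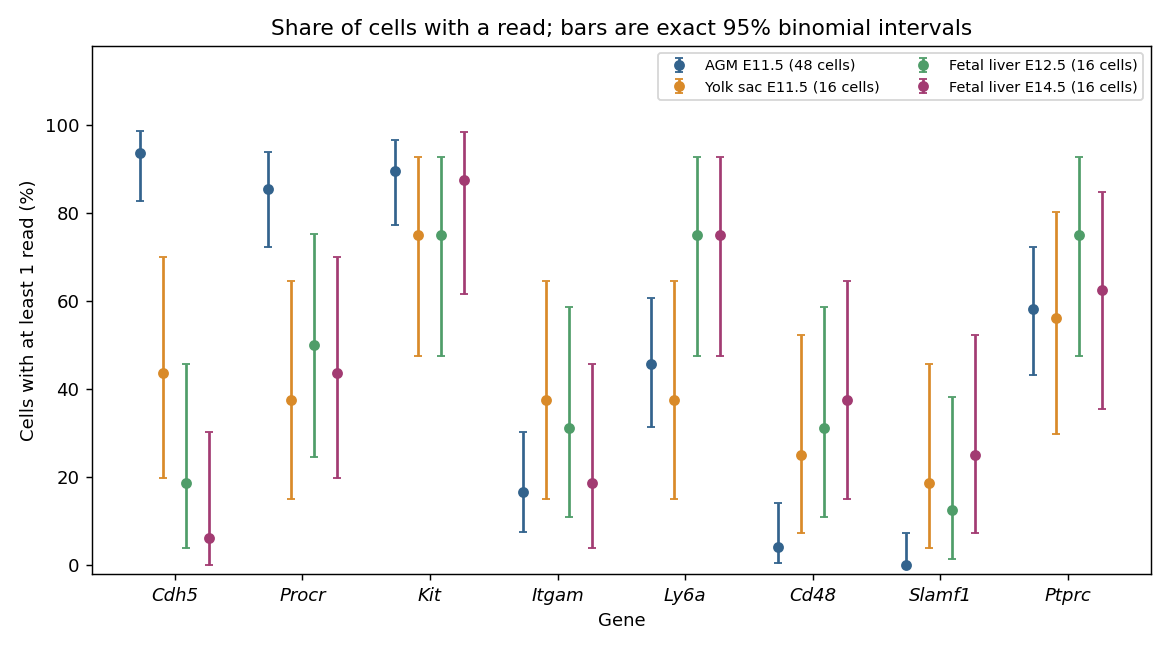
Percent of cells with at least 1 read (y axis) of each sort marker gene and Ptprc (x axis). Points are the 4 groups and bars are exact 95% binomial intervals; for Cdh5 the AGM interval, 82.8% to 98.7%, lies above those of the other groups.

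How far the groups separate was measured by each cell's nearest other cell over 10 principal components. The nearest cell was of the same group for 45 of 48 AGM cells, or 93.75% (82.8% to 98.7%), where random assignment gives 49.5%. It was of the same group for 10 of 16 yolk sac cells, or 62.5% (35.4% to 84.8%), where random assignment gives 15.8%. Among E12.5 cells, 5 of 16 had an E12.5 nearest cell and 6 an E14.5 one, a same-group share of 31.25% (11% to 58.7%). Among E14.5 cells, 7 of 16 had an E14.5 nearest cell and 8 an E12.5 one, a share of 43.75% (19.8% to 70.1%). Thinning moved the E12.5 share most, to 64.3%. Over all alternatives the E12.5 share ran from 25% to 64.3% and the E14.5 share from 50% to 64.3%. The yolk sac share ran from 43.75% to 62.5%. The first component held 15.2% of the variance and the second 4.03%. The first followed the number of genes detected per cell, with a Pearson correlation of 0.89, against 0.10 for the second. Gene number differed between the groups, so it enters the nearest-cell shares. Median positions on the second were 16.8 in AGM, −1.20 in yolk sac, −17.0 at E12.5 and −30.3 at E14.5.

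**Figure D3:**
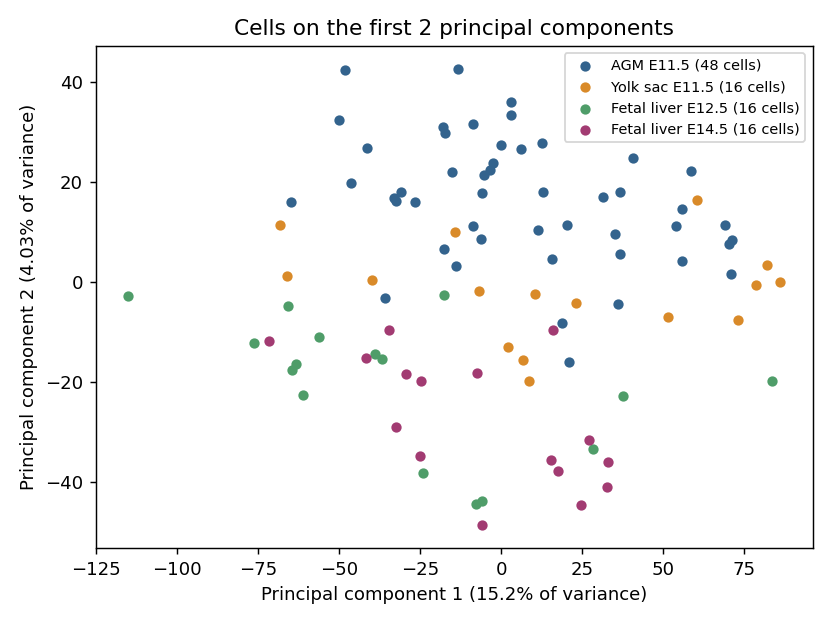
Cells on principal component 1 (x axis, 15.2% of variance) and component 2 (y axis, 4.03%), 1 point per cell, coloured by group. AGM cells lie highest on component 2, with a median of 16.8, and E14.5 cells lowest, with a median of −30.3.

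The yolk sac and AGM groups share an embryonic day and, per the labels, a gate, although 8 of 16 yolk sac cells had no read of Cdh5 or Procr. Their comparison asks how the pre-HSCs of both sites differ. The median log2 ratio over all 15239 genes was −0.20, and list medians are read against it and against matched random lists. The endothelial list had a median log2 ratio of −1.22 (counting interval −1.36 to −1.11), with 22 of 26 genes lower in yolk sac. The middle 95% of random lists ran from −0.46 to 0.23. Among the alternatives, adding 10 CPM moved this median most, to −0.73. With each cell left out in turn, it ran from −1.435 without yolk sac cell 1 to −0.90 without AGM cell 3. That AGM cell had reads of 22 endothelial list genes and of 7 haematopoietic ones, the lowest haematopoietic number in AGM. It had no read of Kit or Ptprc. The haematopoietic list had a median of 0.22 against a random range of −0.28 to 0.25, and 0.10 without yolk sac cell 13. The HSC list had a median of −0.38, inside its random range of −0.40 to 0.31. The proliferation list lay above its random range of −0.17 to 0.27, with a median of 0.47 and 21 of 24 genes higher in yolk sac. The MHC class I and interferon list had a median of 0.07, inside −0.43 to 0.22. With single cells left out, that median ran from −0.10 without yolk sac cell 6 to 0.27 without AGM cell 40. The fetal Lin28 axis list had a median of −0.39, inside −0.41 to 0.41, and −0.11 without AGM cell 36.

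The gene with the largest ratio in favour of yolk sac was Tespa1 (ENSMUSG00000034833.10). It had 64.9 CPM (61.6 to 68.3) in yolk sac and 2.92 CPM (2.5 to 3.38) in AGM, with a read in 10 of 16 and 6 of 48 cells. The AGM value was 1.49 and 1.94 CPM without AGM cells 46 and 20. Dlk1 (ENSMUSG00000040856.17) had 351.8 CPM (344.0 to 359.7) in yolk sac and 23.9 CPM (22.6 to 25.1) in AGM. Evi2a, Atp10a and Pigm followed, with log2 ratios of 3.07, 2.98 and 2.61. In the other direction the leading gene was Cgnl1 (ENSMUSG00000032232.14), at 1.52 CPM (1.06 to 2.13) in yolk sac and 26.7 CPM (25.5 to 28.1) in AGM. Grb10 had 6.55 CPM (5.53 to 7.70) in yolk sac and 73.8 CPM (71.6 to 76.0) in AGM, with a read in 31.25% and 83.3% of cells. Adgrf5, Cebpb and H1fx had log2 ratios of −3.03, −2.95 and −2.90. Of the endothelial list, Dll4 had a log2 ratio of −3.23, Sox17 of −2.92 and Sox18 of −2.30. Lyve1 went the other way with 3.07, and 79.2% of its yolk sac reads came from 1 cell. Without that cell, yolk sac cell 2, its log2 ratio was 1.19, and it was 3.66 without AGM cell 21. Several low values also rested on 1 cell, and the ratio grew without it: Tespa1 to 4.72 without AGM cell 46, and Cgnl1, Grb10, Adgrf5, Dll4 and Sox17 to −4.37, −3.93, −3.99, −4.06 and −3.67 without yolk sac cells 1, 4, 2, 1 and 1.

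E12.5 liver cells were compared with AGM cells to describe the step from pre-HSC to HSC. This comparison shares the AGM cells with the one above, so they are not independent. The endothelial list had a median log2 ratio of −2.07 (counting interval −2.12 to −1.91), with 22 of 26 genes lower in liver and a random range of −0.64 to 0.33. It was −1.46 without AGM cell 3, and −0.50 with 10 CPM added. In the middle cell of each group, 12 of the 26 endothelial genes had a read in AGM, 8 in yolk sac, 6 at E12.5 and 6 at E14.5. The haematopoietic list had a median of 0.74 (0.71 to 0.78) and 18 of 24 genes higher, above its random range of −0.26 to 0.34. The MHC class I and interferon list had a median of 0.84 (0.78 to 0.90) against −0.32 to 0.21. Its leading gene was Psmb8, at 475.1 CPM (465.4 to 485.0) at E12.5 and 42.9 CPM (41.3 to 44.6) in AGM. The HSC list had a median of 0.06, inside −0.41 to 0.54, and its sign changed when single cells were left out, down to −0.14 without E12.5 cell 15. The fetal Lin28 axis list had a median of −0.37, inside −0.50 to 0.64, and moved to −0.65, −0.57 and −0.64 without E12.5 cells 3, 5 and 13.

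The proliferation list had a median of 0.40 against a random range of −0.24 to 0.25. It fell to 0.09 without E12.5 cell 2, 0.25 without cell 4 and 0.21 without cell 13. With the mean of each cell's CPM it was 0.076, and with every cell thinned 0.20. Its genes moved in both directions. Pooled Plk1, Aurka, Bub1 and Ube2c were higher at E12.5, with log2 ratios of 2.05, 1.76, 1.57 and 1.32, and Plk1 had 1.46 without E12.5 cell 4. The difference in mean log2 CPM per cell was 0.56 for Plk1 and 0.07 for Bub1, and it had the opposite sign for Aurka and Ube2c, at −0.39 and −0.48. Aurka had a read in 43.75% of E12.5 and 66.7% of AGM cells, and Ube2c in 68.75% and 83.3%. With the mean of each cell's CPM their log2 ratios were 1.36 and 1.01. Rrm2 and Mcm3 were lower, with −2.25 and −1.58, and Rrm2 had −2.88 without E12.5 cell 1.

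Among genes with the largest ratios, Cldn5 (ENSMUSG00000041378.1) had 178.4 CPM (175.1 to 181.8) in AGM and 2 reads in all E12.5 cells, a ratio of 1700 (470.5 to 14038). Sparc had 285.2 CPM (281.0 to 289.5) in AGM and 1.15 CPM (0.724 to 1.75) at E12.5, or 0.112 CPM without E12.5 cell 5. Mmp2, Nr4a2 and Atf3 had no read at E12.5 and were at least 722-fold, 706.5-fold and 552.7-fold higher in AGM, with reads in 60.4%, 81.25% and 52.1% of AGM cells. In favour of E12.5 liver, the leading gene was Hba-a1 (ENSMUSG00000069919.7), at 295.1 CPM (287.4 to 302.9) against 2.24 CPM (1.88 to 2.65). Hba-a1 was 180.7 CPM without E12.5 cell 2 and 0.589 CPM without AGM cell 36. Hba-a2, Hbb-bs and Hbb-y had log2 ratios of 4.84, 4.60 and 4.52. Hba-a2 had 4.16 without E12.5 cell 8 and Hbb-bs 3.94 without E12.5 cell 2. The alpha and the beta globins have near-identical copies, so the split of reads within each pair is uncertain. Cfp had 117.9 CPM (113.1 to 122.9) at E12.5 and 3.80 CPM (3.32 to 4.32) in AGM, or 2.02 CPM without AGM cell 17.

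**Figure D4:**
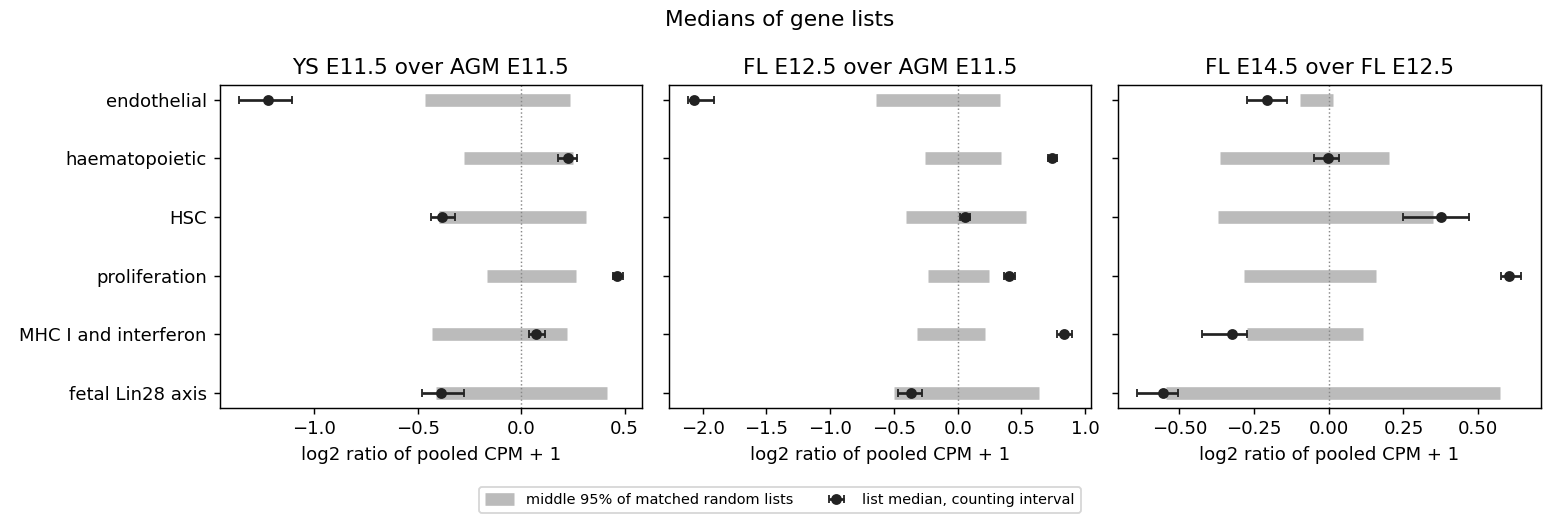
Median log2 ratio of pooled CPM (x axis, 1 CPM added) of 6 gene lists (y axis) in the 3 comparisons; x axes differ in scale. Points are medians with counting intervals and grey bars the middle 95% of matched random lists; the endothelial medians of −1.22, −2.07 and −0.21 lie below their grey bars.

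E14.5 and E12.5 liver cells share a tissue and differ in age and gate. The median over all genes was 0. The endothelial list had a median log2 ratio of −0.21 (−0.27 to −0.14), below its random range of −0.095 to 0.015, but 9 of its 26 genes had 3 or fewer reads in both groups. That median was −0.07, −0.05 and −0.09 without E12.5 cells 1, 3 and 15. It was −0.13, −0.31 and −0.13 without E14.5 cells 5, 10 and 12. The haematopoietic list had a median of −0.0012, inside its random range of −0.36 to 0.20, and between −0.12 and 0.04 when each cell was left out in turn. The proliferation list had a median of 0.60 (0.58 to 0.64) and 17 of 24 genes higher at E14.5, above −0.28 to 0.16. It was 0.37 without E14.5 cell 4 and 0.37 without E14.5 cell 9. Rrm2 had 475.2 CPM (465.8 to 484.7) at E14.5 and 26.3 CPM (24.1 to 28.8) at E12.5, or 16.7 and 17.3 CPM without E12.5 cells 1 and 12, and Mcm3 and Mcm4 had log2 ratios of 2.13 and 1.82. The HSC list had a median of 0.37 against −0.37 to 0.35. It was 0.24 and 0.25 without E12.5 cells 3 and 11, and 0.17, 0.20 and 0.16 without E14.5 cells 1, 7 and 13. The MHC class I and interferon list had a median of −0.32 against −0.27 to 0.12, and −0.60 and −0.68 without E14.5 cells 7 and 9. The fetal Lin28 axis list had a median of −0.55 against −0.54 to 0.57, and −0.89 and −0.85 without E14.5 cells 1 and 11. Igf2 fell from 286.7 CPM (279.2 to 294.4) to 30.3 CPM (27.9 to 32.7).

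Globin genes had the largest ratios in favour of E14.5. Hbb-bs (ENSMUSG00000052305.6) had 8680.4 CPM (8640.2 to 8721) at E14.5 and 76.1 CPM (72.2 to 80.1) at E12.5. Hba-a1 had 13838 CPM (13787 to 13889) and 295.1 CPM (287.4 to 302.9). Cells 3, 8, 13 and 16 of E14.5 held 99.8% of the Hba-a1 reads and 99.8% of the Hbb-bs reads of their group. Without cell 16 alone, Hba-a1 was 8860 CPM and Hbb-bs 5464 CPM, and without E12.5 cell 2 the E12.5 values were 180.7 CPM and 47.7 CPM. Rhd had a log2 ratio of 5.21, and these 4 cells held 99.9% of its E14.5 reads. The ratio was 8.35 without E12.5 cell 8, which held 99.4% of the E12.5 reads. Bcl2l1 had 39.2 CPM (36.5 to 41.9) at E14.5 and 1 read at E12.5, a ratio of 746 (133.5 to 29502). Hbb-y (ENSMUSG00000052187.4) went the other way, with 279.1 CPM (271.7 to 286.7) at E12.5 and 1 read at E14.5, a ratio of 5746 (1031 to 226985). Ecm1, Hif3a and Rab27a were lower at E14.5, with log2 ratios of −6.06, −3.75 and −3.75. Without E12.5 cell 7, Hif3a had −2.93 and Rab27a −3.03. Without E14.5 cells 6, 4 and 1 in that order, the 3 ratios grew to −6.87, −5.72 and −4.45. Btbd7 had no read at E14.5 and was at least 302.5-fold higher at E12.5, where its 44.1 CPM fell to 27.1 CPM without cell 7 and 28.8 CPM without cell 4.

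**Figure D5:**
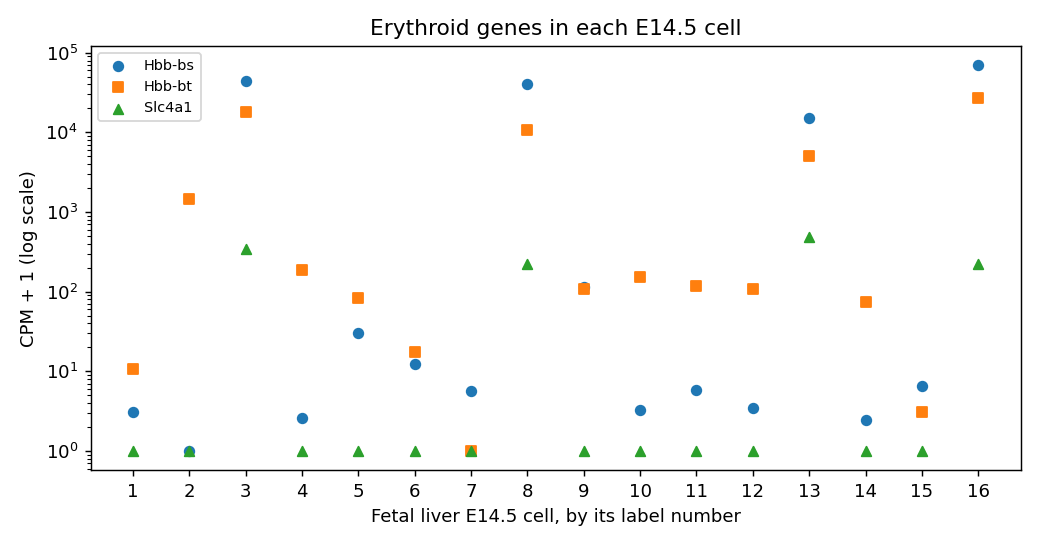
CPM plus 1 on a log scale (y axis) of Hbb-bs, Hbb-bt and Slc4a1 in each E14.5 liver cell (x axis, label number). Slc4a1 was chosen for this figure after its values had been seen. It lies between 220.7 and 485.7 CPM in cells 3, 8, 13 and 16 and at 0 CPM in the other 12 cells.

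Lists of other lineages rested on few genes or few cells. In yolk sac over AGM, medians were −0.71 for myeloid, 0.06 for lymphoid, −0.85 for megakaryocyte, 2.46 for hepatocyte, 0.07 for erythroid, −0.67 for macrophage and −0.14 for mesenchymal genes. With each cell left out in turn, the lymphoid median ran from −0.50 to 0.16, the erythroid median from −0.024 to 0.23 and the mesenchymal median from −0.53 to 0.05. The hepatocyte median fell to 0.85 without yolk sac cell 3. The megakaryocyte median became −0.57, −0.32 and 0.51 without AGM cells 25, 36 and 23. The myeloid median became −0.06, −0.15 and −0.16 without AGM cells 11, 19 and 30. In E12.5 liver over AGM, medians were 0.46 for myeloid, 0.64 for lymphoid, −1.43 for megakaryocyte, −0.69 for hepatocyte, 3.19 for erythroid, 4.0 for macrophage and −1.23 for mesenchymal genes. The erythroid median was 1.76 and 1.73 without E12.5 cells 8 and 15, the macrophage median was 0 without cell 8, and the lymphoid median was −0.09 without cell 3. The myeloid median was 0.23, 0.07 and 0.18 without E12.5 cells 7, 8 and 11, and 0.77 without AGM cell 39. In E14.5 over E12.5 liver, medians were −0.44 for myeloid, −0.12 for lymphoid, −1.34 for megakaryocyte, −0.04 for hepatocyte, 5.27 for erythroid, −0.46 for macrophage and 0 for mesenchymal genes. With each cell left out in turn, the myeloid median ran from −0.85 to 0, the lymphoid median from −0.95 to 0 and the hepatocyte median from −0.10 to 0. The erythroid median was 4.64 without E14.5 cell 16. The megakaryocyte median was −0.55 without E12.5 cell 2. The macrophage median was 1.51 without E12.5 cell 8 and −3.38 without E14.5 cell 7.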

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

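Alternatives that used a floor of 3 reads in place of the added CPM, or only AGM cells numbered 1 to 16, were chosen after seeing the data. No paired analysis was possible because the groups share only label numbers, which name no animal or litter, and because the results come from no test. The alternative without a cell filter left every value identical, since all 96 cells had at least 1000 genes, so it says nothing about stability. The cause was not tested for any change below unless one is given.

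The endothelial median stayed negative under every alternative in all 3 comparisons. It ran from −1.51 to −0.73 for yolk sac over AGM, from −2.33 to −0.50 for E12.5 liver over AGM, and from −0.65 to −0.12 for E14.5 over E12.5 liver. The haematopoietic median ran from 0.14 to 0.37 for yolk sac over AGM and from 0.70 to 0.84 for E12.5 liver over AGM. For E14.5 over E12.5 liver it changed sign around 0.

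With the mean of each cell's CPM, the endothelial median was −1.47 for yolk sac over AGM and −0.12 for E14.5 over E12.5 liver. The haematopoietic median was 0.14 for yolk sac over AGM, 0.70 for E12.5 liver over AGM, and 0.028, reversed from −0.0012, for E14.5 over E12.5 liver. The HSC median for E12.5 liver over AGM reversed to −0.11. With every cell thinned, the endothelial medians in the order of the comparisons were −1.43, −2.22 and −0.14, and the haematopoietic medians 0.17, 0.82 and −0.088. Thinning also reversed the erythroid median of yolk sac over AGM to −0.048 and the macrophage median of E14.5 over E12.5 liver to 1.20. With median-of-ratios scaling, the haematopoietic median was 0.32 for yolk sac over AGM and reversed to 0.013 for E14.5 over E12.5 liver.

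With 10 CPM added, which shrinks ratios of low genes by construction, the endothelial median was −0.73 for yolk sac over AGM and −0.50 for E12.5 liver over AGM. The haematopoietic median of E12.5 liver over AGM was 0.70, and the mesenchymal median of yolk sac over AGM reversed to 0.0023. Without the deepest cell of each group, the endothelial median was −1.46 for yolk sac over AGM and −0.29 for E14.5 over E12.5 liver, and the haematopoietic median of yolk sac over AGM was 0.30. The log2 ratio of Tap1 for E12.5 liver over AGM, 1.67 in the pooled reads, reversed to −0.00057 there; 72.2% of its E12.5 reads came from 1 cell.

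With the floor of 3 reads, the endothelial medians in the order of the comparisons were −1.43, −2.33 and −0.65. With AGM cells numbered 1 to 16 only, the endothelial median was −1.51 for yolk sac over AGM and −1.90 for E12.5 liver over AGM, and the haematopoietic median 0.37 and 0.84. The myeloid and megakaryocyte medians of yolk sac over AGM reversed there to 0.23 and 0.091. Restricting cells to at least 2000 genes removed E12.5 cell 8 alone and reversed the macrophage median of E14.5 over E12.5 liver to 1.51, so that cell set its sign.

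The share of E12.5 cells with a same-group nearest cell moved from 31.25% to 64.3% after thinning. The AGM share moved from 93.75% to 77.3% when 16 AGM cells were drawn at random, which lowers the share that random assignment gives. The other 14 values of this kind stayed inside their binomial intervals. Scaling moved the all-gene median of yolk sac over AGM from −0.20 to −0.13. Of the 32 shares of cells with a read, 28 stayed inside their intervals with the minimum of 10 CPM and 4 did not. Thinning moved none of them out.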

Other observations

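The tests of thinned gene numbers, of the 4 wells left out together, of Hbb-bt and of label numbers were chosen after their results had been seen. The immediate-early and heat shock lists were written after Nr4a2 and Atf3 had been seen among the leading genes, but before the values of the lists.

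E14.5 liver wells 3, 8, 13 and 16 held erythroid transcripts at high levels, with Hba-a1 between 20942 and 108503 CPM and Slc4a1 between 220.7 and 485.7 CPM, although the gate was Ter119 negative. One cell does not account for the erythroid list, since its median log2 ratio over E12.5 was 4.64 without cell 16, against a random range of −0.54 to 0.61. Without all 4 wells the median was −2.11. That lies below the random range of −0.55 to 0.47, an outcome that neither of the stated alternatives had named. The wells were also picked by Slc4a1 above 100 CPM, a gene of the list and a rule set after its values had been seen, so this value decides nothing about them as the whole source. An erythroid cell alone in each well was examined by the number of HSC list genes: the wells had reads of 15, 12, 15 and 10 of 22. Their median of 13.5 is not under the lower quartile of 11.75 in the other 12 cells, the outcome set as arguing against it. However, no erythroid cell served as a reference, and the E12.5 cells, with a median of 10, also lay under that quartile. The count therefore cannot decide. Ly6a had a read in 4 of 4 wells and Procr in 3 of 4. Cell 16, with 10 of these genes and no read of Procr, lay under that quartile on its own. An erythroid cell alone therefore stays open, for cell 16 most of all. Also open for all 4 wells are a second cell or erythroid RNA in the well, or erythroid transcripts in the sorted cell itself. No test separated these.

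Globin reads occurred in all 15 E14.5 cells other than cell 16, and 73.3% of them had a read of a non-globin erythroid gene. Free RNA would leave such genes out, and an equal share would argue against it. The value lies between, so free RNA cannot be told apart from low expression or from reads crossing between wells. Hbb-bt argues against erythroid RNA as its only source: reads of Hbb-bt outnumbered those of Hbb-bs in 9 of the other 12 cells and in 0 of the 4 wells. Cell 2 had 1449 CPM of Hbb-bt and 0 CPM of Hbb-bs. This excess was not particular to E14.5. AGM cell 42 had 525.2 CPM of Hbb-bt and 0.69 CPM of Hbb-bs, and E12.5 cell 10 had 870.5 and 0 CPM. Other cells had the reverse, such as E12.5 cell 2 with 238.6 and 333.9 CPM. Reads assigned unevenly between these near-identical genes stay open, as the counting is not stated.

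The macrophage list median of 4.0 for E12.5 liver over AGM may come from 1 well, since it was 0 without E12.5 cell 8. That cell had 7917 CPM of C1qb, 7925 CPM of C1qc and 2430 CPM of Mrc1, and 0 CPM of Kit, Procr and Ly6a. It also had 5043 CPM of Hbb-y and 2909 CPM of Hba-x, or 23.7% and 38.7% of the group's reads of these genes, 627.4 CPM of Rhd, and 1011 genes detected. A macrophage in that well is a candidate source of the macrophage genes but does not by itself account for the erythroid reads. A second cell, erythroid RNA taken up by a macrophage, free RNA and a mislabelled well stay open, as none was tested.

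The hepatocyte list was higher in yolk sac than in AGM, with a median of 2.46 over 6 genes. It stayed at 0.85 without yolk sac cell 3, above a random range of −1.38 to 0.56, so 1 cell is not the whole source. RNA from yolk sac endoderm is a candidate source: a separate endoderm list had a median of 0.46 over the 10 of its 20 genes with enough reads, above a random range of −1.49 to 0.34. That median became −0.60 without yolk sac cell 3, so the endoderm evidence rests on that cell.

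The lower endothelial list was set against the number of genes detected per cell. Among cells with 4000 to 7000 genes, the median for E12.5 liver over AGM was −1.15 with 7 and 35 cells, below a random range of −0.68 to 0.18. For yolk sac over AGM it was −1.21 with 8 and 35 cells, below −0.77 to 0.06. Within the band the median gene numbers were 4989 and 5410 for liver and AGM, and 5134.5 and 5410 for yolk sac and AGM. Gene number was thus matched only in part. Narrowing it to this band did not remove either difference, though the liver value shrank from −2.07. AGM cell 3, with 7028 genes, lay outside the band, and leaving out that cell alone gave −1.46 for liver. The shrinkage is therefore not shown to come from gene number. Gate and age remain open for the liver, and tissue for both. For yolk sac it is also open whether every cell met the gate in its label, since 8 of 16 cells had no read of Cdh5 or Procr, against 0 of 48 in AGM. A read can also be missed in a cell that carries the protein, so this was not settled.

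In 8 cells more than 9000 genes were detected. More reads do not account for this, since after thinning the lowest of them had 9509 genes and the highest other cell 8610. Simulated wells that pooled 2 other cells of a group reached 9509 genes in 0.1% of 1000 draws, under the 5% set as the bound. Simulated wells rest on an assumed mixture, so 2 cells in a well cannot be told apart from a single cell rich in RNA. No biological explanation was tested.

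Cells with the lowest label numbers had more genes. The first 8 AGM cells had a median of 7988 genes and the last 8 had 4493.5. In yolk sac these values were 7498.5 and 4780, at E12.5 4694 and 3644.5, and at E14.5 5646 and 4451. Fewer reads do not account for it, since the first 8 cells kept the higher median in 4 of 4 groups after thinning. The labels do not say whether numbers follow plate position or time, so an order effect in sorting or library preparation stays a hypothesis. It bears on the comparisons with AGM, whose label numbers run to 48.

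Nr4a2 and Atf3, immediate-early genes, were among those highest in AGM over E12.5 liver. A list of 18 other immediate-early genes had a median log2 ratio of −2.30 for E12.5 liver over AGM, against a random range of −0.48 to 0.55. A list of 13 heat shock genes had a median of −0.69, below −0.47 to 0.20. Both values are consistent with a handling or dissociation response stronger in AGM than in E12.5 liver cells. Immediate-early reads were not confined to a few AGM cells. At least 9 of the 18 genes had reads in 91.7% of AGM, 62.5% of yolk sac, 6.25% of E12.5 and 25% of E14.5 cells. A read is not a level, so this count cannot exclude that a few AGM cells with high levels set the pooled median. The number of genes detected, which differed between the groups, was not matched here. AGM and yolk sac cells had the same median number of such genes, so reads of these genes were not particular to AGM. For yolk sac over AGM the immediate-early median was −0.60, below −0.36 to 0.26, while the heat shock median of 0.15 lay inside −0.38 to 0.26. The labels give no dissociation protocol, and tissue, age and gate changed with the group, so a developmental difference in these genes stays open.

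Reads of Y-linked genes occurred in 58.3% of AGM cells (43.2% to 72.4%), 31.25% of yolk sac cells (11% to 58.7%), 56.25% of E12.5 cells (29.9% to 80.2%) and 62.5% of E14.5 cells (35.4% to 84.8%). Embryos of both sexes may therefore have been pooled in each group, although a cell without such a read is not shown to be female, and this was not tested.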
